A study of Bos taurus with 4 samples. Its data were reported in "Functional annotation of the cattle genome through systematic discovery and characterization of chromatin states and butyrate-induced variations" (2019).

How the data were processed

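Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, in rumen epithelial primary cells of a calf aged 2 weeks. The series held 4 libraries in 2 pairs, either untreated or kept with butyrate at 5 mM for 24 h. Butyrate is a short-chain fatty acid made by rumen microbes that inhibits histone deacetylases. The labels conflict on which pair was treated. The library names in the descriptions, which the values also carry in the deposited table, call the first pair Control and the other BT, while the titles and the treatment field call the first pair butyrate. The groups are therefore named Control-named and BT-named (2 libraries each) after the names that the values carry. Both readings give the same pairs, so only the direction of each difference is contested.

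Per the labels and the paper's methods, the authors sequenced paired reads of 42 nt, trimmed them with Trim Galore 0.4.1, aligned them with BWA to the cattle genome UMD3.1 (bosTau8 in the table) and called peaks with MACS2. The paper's methods describe that trimming for the RNA and DNA methylation libraries only. The deposited table lists the intervals of each library with the signal at the summit (peak value) and the mean signal over the interval (average value), both called signal here, and with the nearby genes and CpG islands that the authors annotated. These signal values are the authors' own, and 92.2% of summits lay on a grid of 32 bp. How they were normalized between libraries is not given in the sources used here. The lowest listed peak value was 21 or 22 in each library. Read totals per library were not used here, and a region missing from a list is not a region without signal. Interval starts in the deposited table count from 0, and coordinates are printed counting from 1. Of the 24886 gene names in the table, 72.8% matched a symbol or synonym in the RefSeq gene table of assembly ARS-UCD2.0, which was used for names only. Names were kept as deposited. The 20 names that had been turned into dates, and names of tRNA genes, were left out of the tests of promoter signal. They were not removed from counts and tests of promoters listed in 1 group only.

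The 362102 intervals of the 4 libraries were merged into 115970 regions wherever they overlapped by at least 1 bp. A region was assigned to the libraries in whose lists it occurred. A promoter was a region with the summit of a listed interval within 1 kb of an annotated gene start, so a region whose edge alone came that near was not counted. Counts, covered length and shares per library were compared by an exact permutation test of the group means, two-sided, for which 2 libraries against 2 allow no p below 0.333. Overlaps between lists were counted at 1 bp or more. Shares of promoters and CpG islands among classes of regions were compared by Fisher's exact test, two-sided. Neighbouring regions are not independent replicates.

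For the 65892 regions listed in all 4 libraries, log2(average value + 1) was compared between groups with limma 3.58.1 (trended, robust variance, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on that scale, BT-named over Control-named. Each library's value came from its own interval, so the bases compared were not the same in all libraries. Intervals were on average 429.7 bp long in BT-named and 451.9 bp in Control-named libraries. Where a library had several intervals in a region, its highest value was taken. Of all merged regions, 2515 held 2 or more intervals of 1 library. Each gene was represented by its promoter region with the highest mean value, which gave 12815 genes. The design assumed normalized signal for this test and lists of presence otherwise. Since the table gave listed peaks with signal of unstated normalization, both were done. The fit used the values as deposited, with median centring and quantile normalization as alternatives. Because the scaling moved the balance of calls, "higher", "rose", "lower" and "fell" are used of signal below, where nothing else is said, only for features called in the same direction under all 3 scalings. That rule was chosen after the data were seen. On simulated values for the comparison of regions listed in all 4 libraries (65892 regions), 100 regions were changed by each of 2 amounts. There the procedure recovered 83% of regions changed by 1 log2 unit and 4% of those changed by 0.6, and 4.40% of its calls were false. In the data 4548 regions were called higher and 25960 lower as deposited, so these shares need not hold for them.

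The paper's supplement calls the 2 ATAC libraries of a group biological replicates. Neither the paper nor the labels say that they came from separate cultures, and all cells came from 1 calf. The p-values therefore measure only the spread between these libraries.

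The 18 gene lists, fixed before the data were examined, covered mitosis, DNA replication, cell cycle inhibitors and growth arrest, basal epithelium, stratified differentiation, simple epithelium and junctions, fibroblasts and mesenchyme, endothelial and immune cells, short-chain fatty acid transport and ketone metabolism, cAMP signaling, arachidonic acid metabolism, Ras signaling, histone deacetylases, AP-1 and immediate early genes, neuronal genes, developmental transcription factors, HOX genes and housekeeping genes. They were tested with limma's cameraPR at a preset correlation of 0.01, with camera at an estimated correlation beside it. That correlation was estimated from 2 libraries per group and is uncertain, so a failure there does not show that a list did not differ. The names of genes that the study called raised or lowered in RNA, from other libraries of the same cells, formed another pair of lists. These were compared with other promoters by a rank permutation test (100000 resamples, two-sided) and by cameraPR. Those lists come from the same cells and are not independent of them.

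Genes named below followed a rule set before the data were examined: the 10 promoters with the largest positive and the 10 with the largest negative fold change among those past the threshold whose groups did not overlap; ARC and MAD2L1; up to 3 members of each list with the smallest p; and the 10 genes per direction with the highest mean peak value among those with a promoter region in both libraries of 1 group and neither of the other. Some genes that the rule picks are not reported here. Genes named outside this rule are said to be chosen after their values were seen. Alternatives were pseudocounts of 0.5 and 5, other filters on regions, the scalings above, a replicate block, leaving out each library, plain empirical Bayes variance, the peak value in place of the average value, peak values of at least 89 only, a reciprocal overlap of at least 50%, and windows of 5 kb and 20 kb around gene starts. Where they had not been planned for a result, they were added after the data were seen, as stated under the alternatives. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 served for the remaining steps.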

Results

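Open chromatin was profiled by ATAC-seq in 4 libraries of bovine rumen epithelial primary cells, 2 Control-named and 2 BT-named. The peak lists held 94941 and 98962 peaks in the Control-named libraries and 83391 and 84808 in the BT-named libraries. Peak values ran from 21 or 22 up to between 3449 and 4191. Across regions listed in all libraries, log2 average values correlated at 0.969 between the Control-named replicates and at 0.967 between the BT-named replicates (Pearson's r across regions, which are not independent replicates). Between groups the correlation ran from 0.815 to 0.836.

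The comparison of BT-named with Control-named libraries asked how butyrate altered open chromatin in these cells. Promoters of individual genes were listed in the libraries of 1 group only, in both directions. The promoter of KRT19, a keratin of simple epithelia, was listed in both BT-named libraries with a mean peak value of 182 ± 33.9 (SD, n = 2) and in neither Control-named library, and the promoter of SFN, an adaptor protein of stratified epithelium, with 168 ± 58.0 (SD, n = 2). In the opposite direction, the promoter of LDHA, a subunit of lactate dehydrogenase, was listed only in the Control-named libraries with 184.5 ± 14.8 (SD, n = 2), as was that of TPM2, a tropomyosin of the actin cytoskeleton, with 180.0 ± 11.3 (SD, n = 2). Across the genome, 15188 regions were listed in both Control-named libraries only and 5236 in both BT-named libraries only, against 65892 in all 4.

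Other genes whose promoters were listed in both BT-named libraries only, by highest peak value, were ZNF213, CXCL2, SEPT9, LAD1, CXCR4, MIR2439 and SRCIN1, with mean peak values from 131 ± 11.3 for ZNF213 down to 94 ± 11.3 for SRCIN1 (SD, n = 2). CXCL2 is a chemokine that attracts neutrophils, CXCR4 is a chemokine receptor and LAD1 is a protein of basement membranes (106.5 ± 20.5). Listed in both Control-named libraries only were SPAG4, PQLC2, RAB11FIP5, ZNF436, CHAD, TMEM8C, MIR1584 and MIR2322, from 278 ± 22.6 for SPAG4 down to 148 ± 2.83 for MIR2322. The KRT19 region lay on chromosome 19 at 42370187 to 42370686 (UMD3.1), 29 bp inside the gene by its summit, and the SFN region on chromosome 2 at 126930728 to 126931093, both with a CpG island. The LDHA region lay on chromosome 29 at 26555769 to 26556068 and held no CpG island. The region listed in both BT-named libraries nearest to the LDHA region was 2074 bp away. Regions listed in both libraries of the other group, with summits over 1 kb from the gene start, lay 189 bp from the KRT19 region, 186 bp from the CXCR4 region, 242 bp from the TMEM8C region and 393 bp from the ZNF436 region. In all, 234 genes had a promoter region in both BT-named libraries only, 465 in both Control-named libraries only and 12908 in all 4.

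Peaks numbered 96951.5 ± 2843 per Control-named library and 84099.5 ± 1002 per BT-named library (SD, n = 2), a difference of -12852. They covered 43.8 ± 1.32 Mb and 36.1 ± 0.163 Mb. For both measures every BT-named library lay below every Control-named library, with an exact permutation p of 0.333, the smallest this design allows. Within a group, 89.7% to 93.3% of the peaks of a library overlapped a peak of its replicate. Of Control-named peaks, 73.8% to 75.8% overlapped a BT-named list, and of BT-named peaks 85.4% to 87.9% overlapped a Control-named list. Regions shared by 1 library of each group and by no other library numbered 375, 444, 704 and 846 for the possible pairs.

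**Figure D1:**
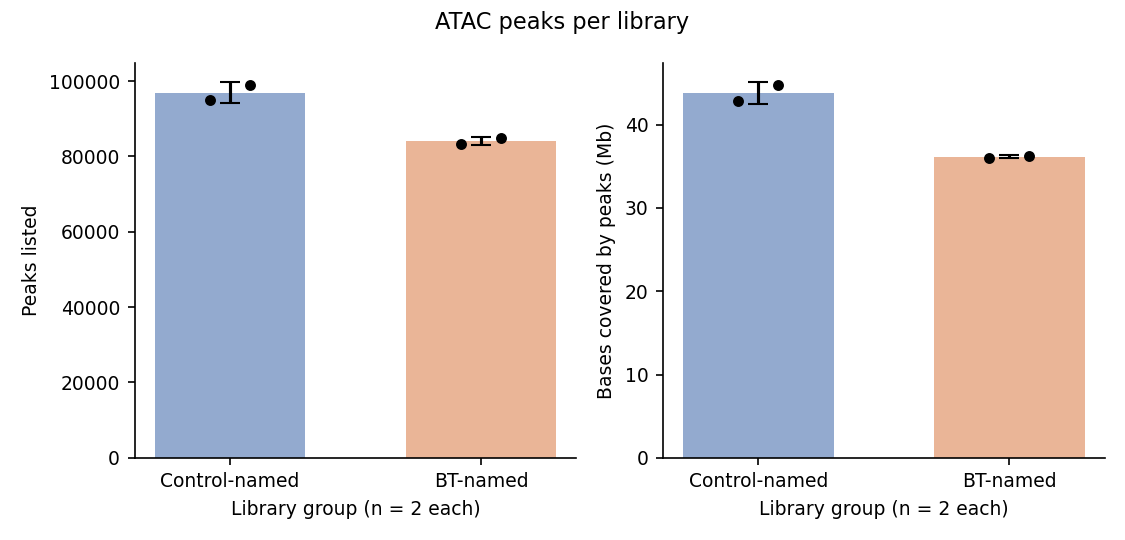
Number of listed peaks (left) and bases they covered in Mb (right) per library group. Bars are means of 2 libraries, error bars are SD and points are the libraries; both BT-named libraries lay below both Control-named libraries, with 36.1 Mb covered on average against 43.8 Mb.

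Promoters and CpG islands were mostly shared by all libraries, and regions found in 1 group only held smaller shares of both. Of the regions listed in all 4 libraries, 18.5% were promoters and 23.2% held a CpG island, while 42.7% lay in gene bodies and 24.5% were intergenic. Of the regions in both BT-named libraries only, 5.92% were promoters, 41.0% lay in gene bodies and 38.8% were intergenic. Of those in both Control-named libraries only, 6.57% were promoters, 51.9% lay in gene bodies and 29.1% were intergenic. By Fisher's exact test against the regions in all 4, the odds of being a promoter were 0.278 for the BT-named class (p = 5.49e-146) and 0.311 for the Control-named class (p = 1e-300, the lowest value written). The classes also differed in height: the median of the highest peak value per region was 50, 61 and 157 in the BT-named class, the Control-named class and all 4. Regions listed in 1 library alone likewise held few promoters, from 6.04% (BT-named 1) to 8.96% (Control-named 2). The classes were not matched on peak value, so the promoter share was not separated from height. The BT-named and the Control-named class did not differ from each other in promoter share past the threshold (Fisher's exact test, odds ratio 0.895, p = 0.102), whereas CpG islands were rarer in the BT-named class (Fisher's exact test, odds ratio 0.834, p = 0.00469).

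**Figure D2:**
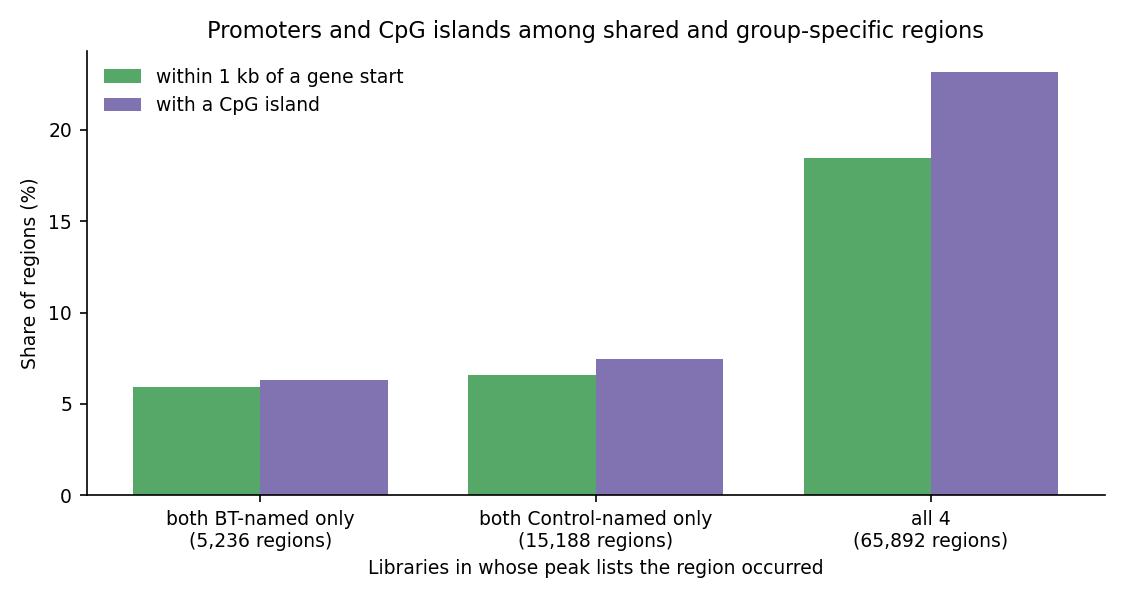
Share of regions in percent that lay within 1 kb of a gene start or held a CpG island, for regions listed in both BT-named libraries only, in both Control-named libraries only and in all 4. Shares of promoters were 5.92%, 6.57% and 18.5%.

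In the regions listed by all 4 libraries, signal at the promoters of individual genes differed in both directions, and whether those with the largest differences share a function was not tested. TMEM63C, a membrane protein of the TMEM63 channel family, rose from an average value of 34.6 ± 10.9 to 163.6 ± 15.2 (SD, n = 2 per group), a 4.73-fold difference. KRT14, a keratin of basal epithelial cells, rose from 38.1 ± 8.48 to 104.3 ± 5.43, or 2.72-fold. FBLN5, a protein of elastic fibers, fell from 163.9 ± 5.41 to 48.5 ± 11.2, and TLR4, the receptor of bacterial lipopolysaccharide, fell from 168.5 ± 12.4 to 52.9 ± 4.65. Over all 12815 promoters measured, 404 were higher and 585 were lower in the BT-named libraries, and 11826 were not called.

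The other promoters with the largest increases were those of TLX3, FGF19, GDNF, CAPSL, HES4, ZNF793 and the neighbours CLSTN3 and RBP5, which share a region. Their log2 fold changes ran from 1.35 ± 0.16 (SE) for TLX3, a homeobox transcription factor of developing neurons, to 1.22 ± 0.20 for CLSTN3 and RBP5. FGF19 is a secreted growth factor of bile acid signaling (1.32 ± 0.19) and GDNF is a neurotrophic factor (1.28 ± 0.15). The largest decreases were those of TBC1D15, SYNC, CFL2, MIR2372, FBLN5, COX17, OR2A5, TLR4, TFPI and PLA2G5. TBC1D15 fell by 1.94 on the log2 scale and SYNC, an intermediate filament protein, fell by 1.91. CFL2, a cofilin that remodels actin filaments, fell by 1.85. COX17 delivers copper to cytochrome c oxidase and fell by 1.75, and TFPI, an inhibitor of blood coagulation, by 1.63. All of these had a limma adjusted p of 2.04e-07 or lower, and their groups did not overlap.

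**Figure D3:**
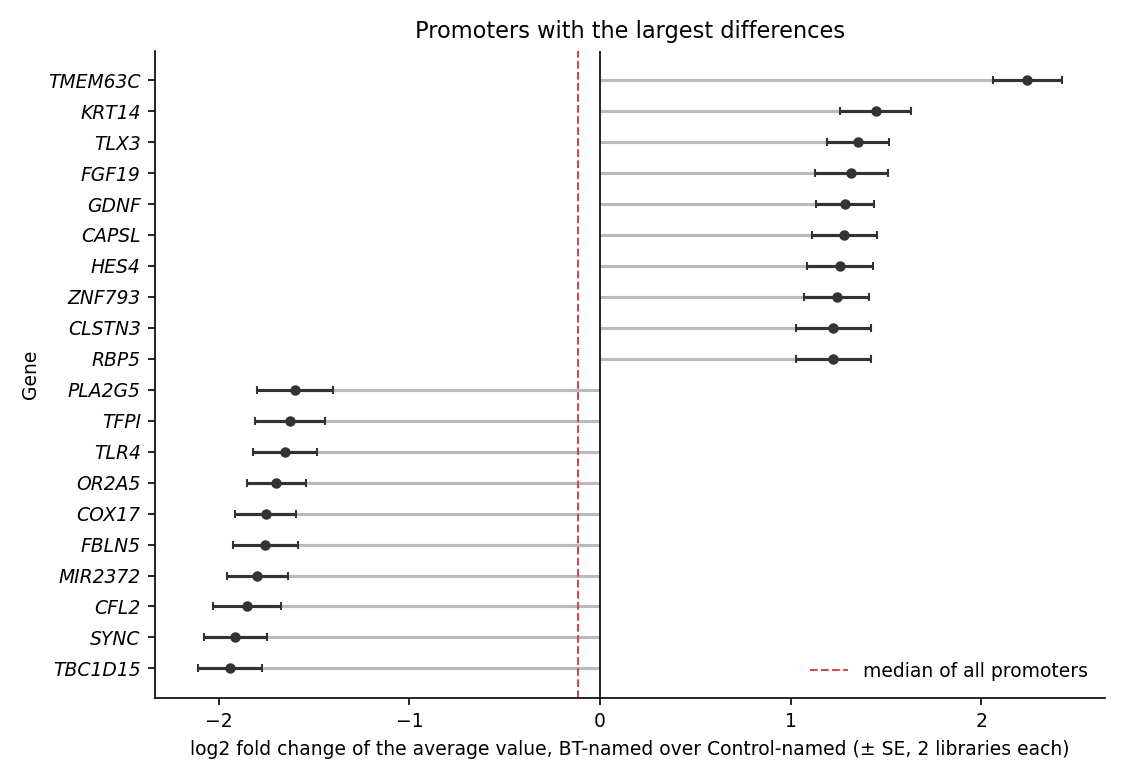
Promoters with the 10 largest increases and the 10 largest decreases in log2 average value, BT-named over Control-named (horizontal axis); points are limma estimates and error bars SE, with 2 libraries per group. The dashed line marks the median of all 12815 promoters at -0.12; TMEM63C stood at 2.24 and TBC1D15 at -1.94.

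The study showed ARC and MAD2L1 as examples of genes with changed RNA whose chromatin states also changed after butyrate. Those states were defined with ATAC data among other marks, so the values here are no independent check of them. The promoter of ARC, an activity-regulated cytoskeletal gene, rose by a log2 fold change of 1.14 ± 0.17 (SE; limma adjusted p = 3.31e-08), from 58.9 ± 10.1 to 130.4 ± 17.9 (SD, n = 2). MAD2L1 encodes a spindle checkpoint protein, and its promoter had a log2 fold change of -0.51 ± 0.16 as deposited (limma adjusted p = 0.0105), but -0.15 after median centring (limma adjusted p = 0.356).

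As deposited, 4548 of the 65892 regions were higher and 25960 lower, so that 14.9% of calls were higher. After median centring the counts were 19898 and 13426 (59.7% higher), and after quantile normalization 15382 and 14955 (50.7% higher). Under all 3 scalings 4539 regions were higher and 13189 lower. Without BT-named replicate 2 the higher regions called under all 3 scalings numbered 2434, and without BT-named replicate 1 they numbered 2816. The higher promoters numbered 164 without BT-named replicate 2, 180 without BT-named replicate 1 and 694 without Control-named replicate 2. The median log2 fold change of all promoters was -0.12 as deposited and 0.25 after median centring, so values of gene groups are given relative to the median of all promoters. Promoters made up 11.6% of the higher regions, 5.11% of the lower regions and 22.8% of the others (Fisher's exact test of higher against lower, odds ratio 2.43, p = 1.34e-45).

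The lists fixed in advance asked whether genes tied to butyrate, to the epithelium or to other cell types moved together. Among epithelial genes, keratins and junction genes went both ways. In the simple epithelium and junction list, KRT18 and CLDN4 rose, by 0.86 ± 0.14 and 0.92 ± 0.18 on the log2 scale (SE), none fell and 9 of the 11 measured were not called, with OCLN at -0.74 ± 0.20. The promoters of the junction genes CLDN7 and TJP1 and of the basal gene COL17A1 were listed in both Control-named libraries only, and that of KRT19 in both BT-named libraries only; CLDN7, TJP1 and COL17A1 are named after their values were seen. Of the 8 basal epithelial genes measured, KRT14 rose and KRT15 fell by 0.74, while 5 were not called. Of the 8 stratified differentiation genes, DSC1, a desmosomal cadherin, fell by 1.04 and 7 were not called, with TGM1 at 0.41 ± 0.18 and GRHL3 at -0.30 ± 0.19.

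Genes of cell division were rarely called under all 3 scalings. None of the 29 mitosis promoters and none of the 19 promoters of cell cycle inhibitors passed under all 3 scalings. After median centring alone, 15 mitosis and 10 inhibitor promoters were higher and 0 were lower. PTTG1 (-0.59 ± 0.13), KIF11 (-0.37 ± 0.14), CDKN2B (-0.55 ± 0.12), TXNIP (-0.47 ± 0.13) and RB1 (-0.46 ± 0.17) passed as deposited but not after median centring. Of 28 DNA replication promoters, that of RRM2, a subunit of ribonucleotide reductase, fell by 1.16 from 240.5 ± 10.1 to 108.5 ± 21.7 (SD, n = 2), while 27 were not called, among them ORC6 (-0.31 ± 0.10) and RFC5 (-0.39 ± 0.14). In the list of short-chain fatty acid transport and ketone metabolism, SLC16A7, a monocarboxylate transporter, rose by 0.56 ± 0.20 and 16 of 17 were not called. SLC16A7 lost its call when any 1 library was left out and by peak value (limma adjusted p = 0.0777); SLC16A1 stood at -0.35 ± 0.14 and CPT1A at -0.24 ± 0.14. In arachidonic acid metabolism, PLA2G5, a secreted phospholipase, fell by 1.60 and CBR1, a carbonyl reductase, by 0.87, with 16 of 18 not called and CBR3 at -0.58 ± 0.14.

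Signaling lists held few calls. ATP1B2 of the cAMP list rose by 0.97 ± 0.18 and 13 of 14 were not called, with PTGER2 at -0.59 ± 0.18 and PDE3B at -0.43 ± 0.20. TIAM1 of the Ras list rose by 0.79 ± 0.20 and 25 of 26 were not called, with MRAS at -0.62 ± 0.13 and RIN1 at -0.38 ± 0.12. TIAM1 lost its call without Control-named replicate 1, where it stood at 0.44 (limma adjusted p = 0.124), and without BT-named replicate 1 (limma adjusted p = 0.101). None of the 16 histone deacetylases was called under all 3 scalings, with HDAC7 at -0.61 ± 0.13, SIRT4 at -0.66 ± 0.16 and SIRT3 at -0.44 ± 0.17. ARC and EGR1 of the AP-1 and immediate early list rose and 20 of 22 were not called; EGR1 stood at 0.29 ± 0.10 by average value and at -0.07 by peak value, and MYC at -0.44 ± 0.16. EGR1 also lost its call with plain variance (limma adjusted p = 0.263) and without Control-named replicate 2, BT-named replicate 1 or BT-named replicate 2.

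Among genes of other cell types, neuronal SCG3 and STMN4 rose by 0.64 ± 0.18 and 0.44 ± 0.13, as did SYT1 (0.49 ± 0.17), none fell and 16 of 19 were not called, with CPLX2 at -0.72 ± 0.18; SYT1 above and PAX6 below, and the genes listed in 1 group only in this paragraph, are named after their values were seen. The promoters of CELF3, CHGA and GAP43 were listed in both BT-named libraries only and that of NEFM in both Control-named libraries only. Of 26 developmental transcription factors, 3 rose, NKX6-1 (0.80 ± 0.16), TBX15 (0.88 ± 0.19) and PAX6 (0.63 ± 0.17), LHX1 fell by 0.84 and 22 were not called. SCG3 lost its call without BT-named replicate 2, and STMN4 without either BT-named replicate and with plain variance (limma adjusted p = 0.0721). HOXA13 rose by 0.62 ± 0.19, a call lost without Control-named replicate 1, without BT-named replicate 2 and by peak value, and 9 of 10 HOX promoters were not called, with HOXB3 at 0.48 ± 0.20 and HOXC5 at -0.36 ± 0.15. None of the 6 fibroblast and mesenchymal promoters measured was called, with FBN1 at -0.62 ± 0.16, ZEB1 at -0.46 ± 0.17 and ACTA2 at -0.18 ± 0.16. The promoters of DCN, DES and PRRX1 were listed in both Control-named libraries only, with peak values of 41 and 37, 33 and 42, and 47 and 78. None of the 5 endothelial and immune promoters was called, with CORO1A at -0.46 ± 0.18, LCP1 at -0.31 ± 0.19 and SPI1 at -0.27 ± 0.20. Among housekeeping genes 19 of 20 were not called, with TFRC at -0.51 ± 0.11 and ACTB at 0.26 ± 0.13.

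No list passed as a whole. Of the 18 lists, 0 passed cameraPR after adjustment and 3 had an unadjusted p under 0.05: neuronal genes (median 0.24 above all promoters), HOX genes (0.27 above) and AP-1 and immediate early genes (0.15 above), each with an adjusted p of 0.0630. With an estimated correlation the adjusted p was 0.907 for all 3. For short-chain fatty acid transport and ketone metabolism the median (-0.02) and the mean (0.06) relative to all promoters differed in sign. Over the 302 list memberships measured, 16 were higher and 41 lower as deposited, 15 higher and 44 lower when adjusted over the list alone, and 16 higher and 7 lower under all 3 scalings. The excess of lower calls as deposited rests on the scaling: after median centring no list held more lower than higher promoters. Genes listed in both libraries of 1 group only numbered 10 on the BT-named side and 11 on the Control-named side, and no list was enriched on either side after adjustment (Fisher's exact test; the lowest adjusted p was 0.0641, for developmental transcription factors on the BT-named side).

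The last comparison asked whether promoters of genes whose RNA butyrate changed in these cells differed from other promoters. Promoters of genes raised in RNA were higher in the BT-named libraries relative to other promoters, with TMEM63C, KRT14, FGF19 and ARC among them. Of 432 measured, 58 were higher, 13 were lower and 361 were not called; their median log2 fold change was -0.01, against -0.12 for other promoters, a difference of 0.11 (permutation p = 1e-05, the smallest the resamples can give; adjusted p over the 2 lists 2e-05). That test takes genes as independent. With limma's camera at the correlation estimated for the list (0.369) the list did not pass (adjusted p = 0.759). After median centring the estimate was 0.0839, and the list did not pass either (limma's camera, adjusted p = 0.374). Of 557 genes raised in RNA that had a promoter region, 21 had it in both BT-named libraries only, among them KRT19 and CXCL2, an odds ratio of 2.58 against all other genes (Fisher's exact test, adjusted p = 0.000655), and 15 in both Control-named libraries only, among them SPAG4 (odds ratio 0.849, adjusted p = 0.621).

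Promoters of genes lowered in RNA differed little from the rest. Of 265 measured, 2 were higher (XRCC2 and KIFC1), 13 were lower, among them CTHRC1 and RRM2, and 250 were not called; XRCC2, KIFC1 and CTHRC1 are named after their values were seen. The median lay 0.04 below that of other promoters (permutation p = 0.00873, also after adjustment; 2 libraries per group), but with limma's camera at an estimated correlation the list did not pass (adjusted p = 0.759). Only 2 of 271 such genes had their promoter in both Control-named libraries only, fewer than among other genes (odds ratio 0.226, Fisher's exact test, adjusted p = 0.0270). In both BT-named libraries only it was 1 of 271 (odds ratio 0.227, Fisher's exact test, adjusted p = 0.136). Of the 271, 265 had it in all 4 libraries, against 87.2% of all genes. Promoters listed in 1 group only were thus rare on either side, and genes were not matched on peak value. For the lowered genes the balance of calls rested on the scaling. After quantile normalization 58 of them were higher and 17 lower, and after median centring higher calls also outnumbered lower ones. For the raised genes higher calls outnumbered lower ones under each scaling. As deposited, 58 of the raised genes were higher and 43 lower, or 61 and 50 when adjusted over the list alone. Of the lowered genes 2 were higher and 51 lower as deposited, or 2 and 52 when adjusted over the list alone. Leaving out 1 library gave 31 to 74 higher and 18 to 63 lower of the raised genes, and 0 to 9 higher and 18 to 69 lower of the lowered genes. By cameraPR the adjusted p was 1.3e-06 for the raised and 0.0950 for the lowered genes, and by camera with an estimated correlation 0.759 for both. Without BT-named replicate 2 the difference was 0.07 for the raised genes and -0.004 for the lowered genes, which then no longer passed (adjusted permutation p = 0.107).

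**Figure D4:**
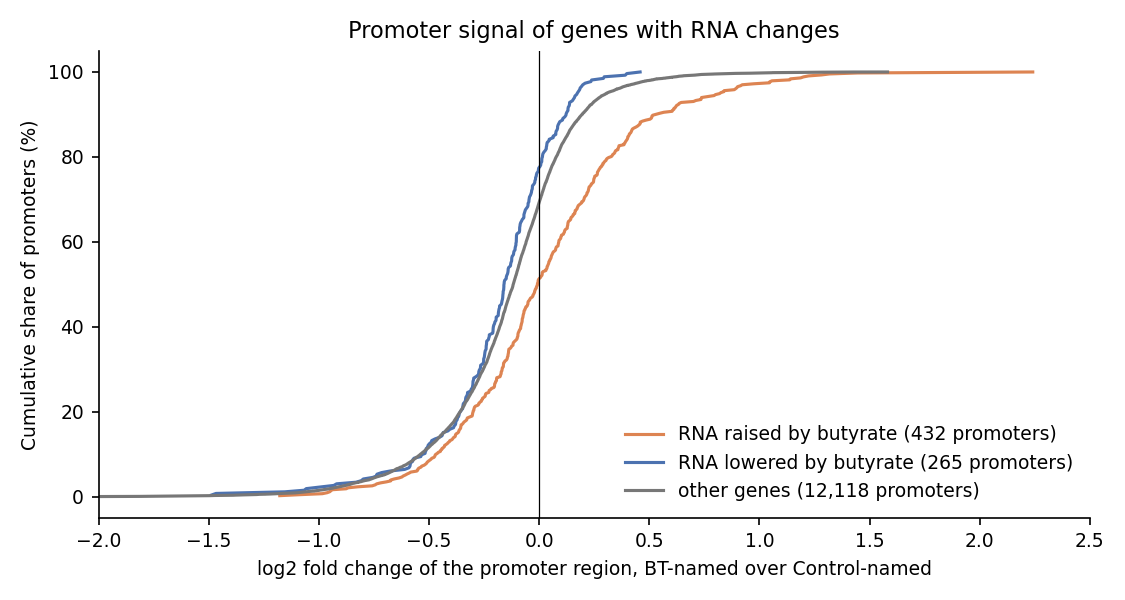
Cumulative share of promoters in percent against log2 fold change of the promoter region, BT-named over Control-named, for genes raised in RNA by butyrate (432 promoters), lowered in RNA (265 promoters) and other genes. The curve of the raised genes lies to the right, with a median of -0.01.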

Values the study reported

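The study reported 1266 genes whose RNA differed after butyrate in rumen epithelial primary cells, of which 934 were raised and 332 were lowered. It also stated that ATAC peaks covered a smaller part of the genome after 24 h of butyrate.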

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

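Chosen after the data were seen were the requirement of 3 scalings with its alternatives; the peak value, plain variance, pseudocounts and no filter for gene lists and RNA lists; the 5 kb window for RNA lists; and both wider windows for counts of promoters and named promoters. The other alternatives were planned.

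Scaling set the balance of calls: higher and lower regions numbered 19898 and 13426 after median centring and 15382 and 14955 after quantile normalization, against 4548 and 25960 as deposited, and 13189 lower regions were called under all 3. Higher and lower promoters numbered 5398 and 613 after median centring, 3693 and 682 after quantile normalization, 762 and 4234 with all regions within 5 kb and 1282 and 7715 within 20 kb, against 404 and 2102. Wider windows also tested more genes. Among regions in the upper 50% of mean signal, with fewer regions tested, the counts were 1513 and 14948, or 1504 and 7205 under all 3 scalings. Leaving out 1 library gave 2442 to 5176 higher regions and 19962 to 27424 lower regions, or 2434 to 5171 and 10272 to 11718 under all 3 scalings. For promoters it gave 164 to 694 higher and 878 to 3111 lower, or 164 to 694 and 399 to 453 under all 3. With a group of 1 library, that library was assumed to vary like the other group. Pseudocounts, plain variance, the peak value and no filter kept these counts within 1.5 times.

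The replicate block gave 4833 higher and 26490 lower regions, or 4826 and 13879 under all 3 scalings. Of the named promoters, the block ended the call of EGR1 (limma adjusted p = 0.0628) and added 2 calls. The libraries share only a number: deviations of same-numbered libraries correlated at 0.0292.

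At peak values of at least 89, 2042 regions were listed in both BT-named libraries only and 11767 in both Control-named libraries only, and leaving out 1 library gave 6712 to 8799 and 18313 to 21183. The ratio of Control-named to BT-named regions was 2.90 as reported, 5.76 at the higher peak value and 2.08 without BT-named replicate 1. At a reciprocal overlap of at least 50%, 71.6% of Control-named peaks overlapped BT-named lists and 82.5% of BT-named peaks overlapped Control-named lists. The cause was not tested. Differences in peak number and covered length kept their direction and moved by less than 1 SD.

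Against 0 of 18, the lists that passed numbered 1 after median centring (AP-1 and immediate early), 2 by peak value (AP-1 and immediate early, adjusted cameraPR p of limma 0.0267, and neuronal, 0.0113), 2 within 5 kb and 2 within 20 kb (neuronal and HOX), and 0 to 2 when leaving out 1 library (neuronal and HOX without BT-named replicate 2). With an estimated correlation none passed under any alternative. Genes lowered in RNA differed by -0.0219 within 5 kb, by -0.000242 within 20 kb and by -0.0660 to -0.00401 when leaving out 1 library, no longer past the threshold in the wider windows and without BT-named replicate 2; by peak value they also passed limma's cameraPR (adjusted p = 0.0308), though not with an estimated correlation (adjusted p = 0.703). Genes raised in RNA passed the permutation test and cameraPR at the preset correlation under all alternatives, and with an estimated correlation under none.

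Some named promoters changed sign, each past the threshold either as reported or in the alternative but not in both: ORC6 after median centring (0.0518), EGR1 by peak value (-0.0707), and within 20 kb MAD2L1 (0.158), TGM1 (-0.707), KRT18 (-0.217), CLDN4 (-0.0880) and STMN4 (-0.0746). Wider windows average other regions near the gene. Of 70 named promoters, median centring ended the call of 19 besides ORC6, quantile normalization of 14, plain variance of 10 and leaving out 1 library of 6 to 18.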

Other observations

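All tests in this part, and the regions named in it, were chosen after the data or related values were seen. Outside promoters, only regions within 20 kb of the start of a gene with a symbol were ranked by height. Genes named LOC or ENSBTAG, microRNAs and tRNAs did not count, so taller regions elsewhere were not considered. Among the ranked regions, the tallest in both BT-named libraries only lay near KPNA2 (mean peak value 332.5 ± 30.4, SD, n = 2), ANKRD1 (271.5 ± 70.0) and PNPLA6 (258 ± 28.3). The tallest ranked regions in both Control-named libraries only lay near CTRC and EFHD2 (390.5 ± 9.19), TXN2 (362 ± 24.0) and LAMB1 (340 ± 26.9). Their distance to a gene start does not show that they act on that gene.

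Group-specific regions were spread unevenly over the 30 chromosomes. Over all chromosomes, 25.6% of the regions listed in both libraries of 1 group only were on the BT-named side. On chromosome 18 the share was 35.8% (205 against 367 regions, Fisher's exact test, adjusted p = 1.38e-06), and it was also higher on chromosomes X, 29, 17 and 21. It was lower on chromosomes 11 and 5, at 21.3% and 22.1% (adjusted p = 0.00799 and 0.0323). Of 65 gene families with at least 15 measured promoters, 0 passed a rank permutation test after adjustment and 3 had an unadjusted p under 0.05. The ribosomal protein genes named RPL came nearest, with 44 promoters whose median lay 0.10 above that of all promoters (adjusted p = 0.155). Of 277 genes with at least 8 regions within 20 kb listed in all 4 libraries, 1 had more higher regions than chance (LOC104976281 on chromosome 29, 5 of 8, exact hypergeometric test, adjusted p = 0.0402) and 0 had more lower regions. Of 4252 tests of regions around genes listed in 1 group only, 1 passed (KIAA1328, 8 of 11 regions in both Control-named libraries only, exact test, adjusted p = 0.0419).

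More regions were listed in both Control-named libraries only than in both BT-named libraries only, and a common factor lowering all BT-named values (depth, scaling or reads outside peaks) would remove regions near the calling limit. Of the regions with a peak value of at least 100 in both Control-named libraries, 4.0% were in neither BT-named list (95% Wilson interval 3.82 to 4.19), against at most 0.829% (0.752 to 0.914) missing from a replicate list at that height, which argues against such a factor as the whole cause. Of the regions as tall in both BT-named libraries, 0.643% were in neither Control-named list, so tall regions went missing mostly in 1 direction, as a factor lowering BT-named values would also have it. An exchange of library names between groups stays open: promoters of genes raised in RNA were on the BT-named side more often than others (odds ratio 2.96, Fisher's exact test, p = 0.00182), but this was already seen, and reading it so assumes that open promoters go with more RNA. A common factor may still account for part of the excess, and an effect of butyrate stays open, as a hypothesis.

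The median log2 fold change, BT-named over Control-named, was 0.16 higher at promoters than at other regions. As deposited, the quartiles were -0.32 and 0.04 at promoters and -0.70 and 0.06 at other regions, so other regions spread further on both sides. If taller regions simply changed less, matching on mean signal would remove the difference, but it was 0.23 after matching (0.19 to 0.28 over the 4 pairs of a BT-named with a Control-named library). If CpG islands were the whole cause, promoters without an island would match other regions without one, but they differed by 0.12 (0.10 to 0.14). After matching on mean signal, promoters without an island still differed by 0.18. With an island, promoters and other regions differed by 0.04, or by 0.025 after matching, and 9646 of the 12161 promoter regions held an island. Islands outside promoters lay 0.16 above other regions there. For promoters with an island, CpG islands may thus account for most of the difference, but not for those without one. GC content was not analysed here and stays open, as does an effect of butyrate.

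Promoters of genes raised in RNA were higher in the BT-named libraries than other promoters by a permutation test, but not past the threshold with an estimated correlation (limma's camera, adjusted p = 0.759). Peak height and CpG islands of these promoters could have set this, but the median of the list lay at percentile 100 of 10000 random lists matched on both, under each of the 3 scalings; the matched lists had a median of -0.17 (-0.20 to -0.14 for the middle 95%) as deposited. These random lists also take genes as independent. For genes lowered in RNA the median lay at percentile 0.02 of their matched lists as deposited, with a difference of -0.06. That promoter opening goes with the RNA changes is a hypothesis found on these data, and it rests on the library names being right.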
